A study of Arabidopsis thaliana with 3 samples. Its data were reported in "Small-molecule-catalysed deamination enables transcriptome-wide profiling of N6-methyladenosine in RNA" (2025).

How the data were processed

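The samples were young seedlings of Arabidopsis thaliana, a small flowering plant used as a laboratory model, in 3 biological replicates that form 1 group. Polyadenylated RNA was analysed by CAM-seq, a chemical conversion assay. Unmodified adenosines become inosine and appear as G in the sequence, and an A that persists at a position marks N6-methyladenosine (m6A). The share of reads that remain adenine at a position is the m6A level of that position.

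Per the labels and the study's methods, the authors trimmed adapters with Cutadapt, removed reads of low quality, took a random molecular barcode from the start of read 1, and mapped the reads to the TAIR10 genome with hisat2-3n, an aligner that tolerates base conversion. Reads with many mismatches or with many unconverted adenosines were then removed by the authors. That filter can lower the level where several methylated adenosines lie in 1 read. Versions of these tools were not stated.

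The table deposited by the authors gives 2 counts for each site, the reads covering the adenosine and, of these, the unconverted reads. Both counts are raw, without normalization. It also gives a p-value per site, which the authors computed with a binomial test. Recomputing the p-value as the probability of at least the observed number of unconverted reads under a background rate of 1% gave the deposited p-value with a relative difference of at most 9.56e-12 over 107914 sites. The largest deposited p-value was 9.99e-04 and the lowest depth was 20 reads, so the table holds only sites that passed a p-value threshold of 0.001 at a depth of at least 20. Adenosines below these thresholds were not analysed here. The smallest level that could be listed therefore depended on depth: it was 20.0% at 20 reads, 10.0% at 50 reads, 6.0% at 100 reads, 2.8% at 500 reads and 2.2% at 1000 reads.

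Each site has a single depth and a single unconverted count for the 3 replicates together. The depth of each replicate is therefore unknown here, no standard deviation over replicates is given for any value, and differences between replicates were not tested. Wilson 95% intervals are given in their place. They cover counting error only, because the spread between plants and between libraries does not enter them. At a level of 50% the interval ran from 29.9% to 70.1% with 20 reads, from 40.4% to 59.6% with 100 reads and from 46.9% to 53.1% with 1000 reads. No column carries a sample name, so the counts were read as the pool of the whole series, whose samples form 1 group.

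Levels were computed as unconverted reads divided by depth, in percent. Coordinates are those of TAIR10, the build of the deposited table. The deposited 31-base contexts were compared with the RefSeq copy of the nuclear genome (TAIR10.1): 118919 of 120204 nuclear contexts were identical, and all 120204 nuclear sites were adenosine in the reference. The other 1285 contexts included 532 that differed only by masked bases. Of 116179 nuclear sites named with a single gene, 116175 lay on a RefSeq exon of that gene. All 15180 nuclear gene names were found in the RefSeq gene table, and 6947 of these genes have a symbol there. The mitochondrial sequence differed from the reference, so no reference coordinates were used for it. Regions and distances to the stop codon were taken from the coding transcript with the longest coding sequence of each gene.

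The sequence notation is R for A or G, Y for C or U and N for any base, and the middle A is the site. Differences between motifs and between transcript regions were tested within genes: the mean level of each class was computed per gene, and the differences over genes having both classes were tested by a two-sided sign-flip permutation test with 100000 resamples. Correlations were tested with 100000 permutations. The smallest p-value these permutations can give is 1.0e-05. Benjamini-Hochberg adjustment was applied over the 3 motif contrasts and over the 3-letter motifs tested in the stop-codon window. The importance score of each flanking base was computed with the study's entropy formula from the summed levels, with background base shares from positions 5 to 10 on either side, and its interval came from 1000 bootstrap draws over genes. The between-gene share of variance was the variance component of a one-way model after subtracting motif means, in genes with at least 3 sites, and was tested with 1000 permutations of levels over genes within motifs, for which the smallest p-value is 1.0e-03.

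The procedures were tested on simulated data. The sign-flip test gave p-values under 0.05 in 5.8% of 500 simulated sets of 500 genes without a difference and in 90.8% of 500 sets with a difference of 3 points. The number of simulated sets was raised after a smaller run without a difference had given a higher share of p-values under 0.05. A simulated between-gene share of 20.0% over 2000 genes was recovered as 17.9%. Of 200000 adenosines simulated at a single depth and left unconverted at the background rate, 0.024% passed the p-value threshold. The share at other depths was not simulated, so this value is no rate of false listing for the whole table.

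The named items followed a rule fixed before the data were examined: the 5 genes with the most listed sites, the 5 sites of highest depth among those with a level of at least 50% with at most 1 per gene, all 16 3-letter motifs, the 3 5-letter motifs with the most sites and, among those with at least 100 sites, the 3 with the highest and the 3 with the lowest mean level. Alternatives fixed at the same time were a depth minimum of 50 or 100 reads, a p-value threshold of 0.0001, a level of at least 10%, removal of organelle genomes, weighting of sites by level times depth, and changes of window, transcript, gene filter and split. A background rate of 2%, a depth strictly above 20 and a restriction to protein-coding transcripts were added after the data were seen. The relation of depth to level within genes split by their highest level was tested and is not reported here. Agreement between replicates and fits without each replicate were planned and could not be computed from pooled counts. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.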

Results

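m6A was measured in polyadenylated RNA of Arabidopsis seedlings by CAM-seq, with 3 biological replicates in 1 group. The counts were read as a pool of the replicates, since no column carries a sample name. Each level below is thus treated as a pooled value with no replicate error, and no comparison between groups was possible. The table listed 120269 m6A sites. Depth at these sites had a median of 107 reads, with quartiles of 51 and 260 reads and a maximum of 302258 reads. Depths summed over the sites gave 46892751, and unconverted counts summed to 10235885. A read that covers several sites enters these sums at each of them. Depth of at least 100 reads was reached at 63004 sites (52.4%).

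The number of sites and their levels address how much of the transcriptome is methylated and to what extent. Levels above 5% were found at 110502 sites (91.9%) and levels above 10% at 90703 sites (75.4%). The mean level over sites was 31.9% and the median 21.8%, with quartiles of 10.2% and 49.0%. Levels above 50% were found at 29054 sites (24.2%). Among the alternatives, a depth minimum of 100 reads moved the number of sites most, to 63004. The nuclear chromosomes held 120204 sites, the chloroplast genome 55 and the mitochondrial genome 10.

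On protein-coding transcripts, 115480 sites were placed by region. The 3′ untranslated region (UTR) held 106749 of these sites (92.4%), the coding sequence 8113 (7.03%) and the 5′ UTR 618 (0.535%). Adenosines in the same motifs of the same transcripts were distributed differently, with 16.1% in the 3′ UTR, 71.6% in the coding sequence and 12.4% in the 5′ UTR. The mean level was 33.2% in the 3′ UTR, 16.1% in the coding sequence and 14.7% in the 5′ UTR. The reference shares count every adenosine whatever its read depth, because depth at unlisted adenosines was not analysed here.

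Motif composition addresses which sequences carry m6A in this plant. AAC was the most frequent of the 16 3-letter motifs, with 32226 sites (26.8%, Wilson 95% interval 26.5 to 27.0%). AAU followed with 18486 sites (15.4%), UAC with 18372 (15.3%), GAU with 15456 (12.9%), GAC with 15091 (12.5%) and CAC with 7090 (5.90%). RAC, which is AAC and GAC together, accounted for 39.3% of sites (39.1 to 39.6%). YAC and RAU, which differ from RAC by a single base, accounted together for 49.4% (49.1 to 49.7%). AAC sites were 2.14 times as numerous as GAC sites. UAG, used in the study as a motif rarely methylated, had 110 sites (0.0915%, 0.0759 to 0.110%), and their number was 0.729% of the number of GAC sites. The other rare motifs were CAG with 105 sites, CAA with 59 and UAA with 22. Counting unconverted reads in place of sites, which weights each site by level times depth, moved the RAC share most, to 53.4%.

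Because motifs differ in abundance, listed sites were also expressed per 10000 adenosines of the motif in the transcripts having listed sites. The rate was 634 for AAC, 547 for UAC, 468 for GAC, 289 for AAU, 237 for GAU and 223 for CAC. It was 79.3 for UAU, 47.7 for GAG, 46.1 for AAG and 30.1 for CAU. The rate was 3.42 for UAG, 2.35 for CAG, 0.835 for CAA and 0.427 for UAA. Over whole transcripts, the rate of UAC was thus above that of GAC, although GAC sites had the higher level. That order did not hold in the window around the stop codon examined below. There, 10149 sites were listed for 21710 GAC adenosines and 12917 for 34528 UAC adenosines, so GAC had the higher rate. The window held 7.04% of GAC adenosines and 10.7% of UAC adenosines, so the whole-transcript rates also depend on where each motif lies.

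The mean level was 44.8% ± 29.3 (SD over 32226 sites) for AAC and 44.1% ± 29.2 (SD over 15091 sites) for GAC. It was 29.9% ± 23.7 for UAC, 25.5% ± 22.2 for GAU, 24.2% ± 20.3 for AAU and 23.8% ± 20.1 for CAC. The remaining motifs had means from 7.82% for CAG to 14.8% for GAG. Levels above 50% were reached by 41.8% of AAC sites, 41.2% of GAC sites and 19.6% of UAC sites.

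**Figure D1:**
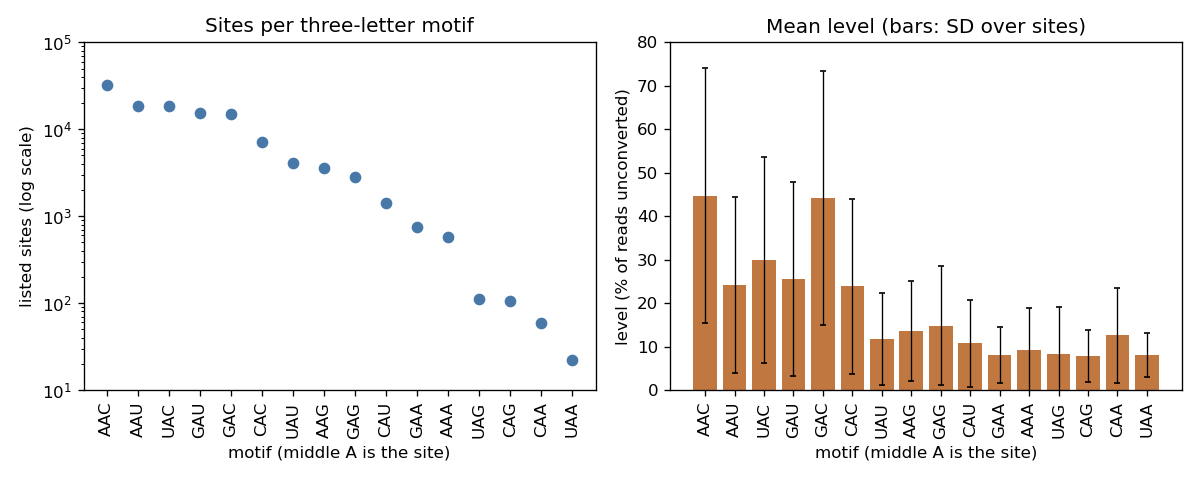
The left panel plots the number of listed sites of each 3-letter motif on a log scale, and the right panel plots the mean level in percent of reads with the SD over sites, motifs being ordered by number of sites. AAC has the most sites (32226), and AAC (44.8%) and GAC (44.1%) have the highest mean levels.

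Within genes, RAC sites had a higher level than YAC sites by 19.0 points (SE 0.238, 9738 genes), and RAC was higher in 7910 genes and lower in 1826 (sign-flip permutation test, adjusted p = 1.5e-05). RAC exceeded RAU by 22.1 points (SE 0.215, 10660 genes), being higher in 9113 genes and lower in 1544 (permutation adjusted p = 1.5e-05). Both raw p-values were 1.0e-05, the smallest the permutations can give. AAC exceeded GAC by 1.09 points (SE 0.343, 7400 genes), being higher in 3823 genes and lower in 3575 (permutation adjusted p = 0.00149). That small difference depended on depth: with at least 100 reads it was 0.103 points (permutation adjusted p = 0.847).

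Across the 16 3-letter motifs, the number of sites was positively related to the mean level. Pearson's r was 0.904 (permutation p = 4.0e-05) and Spearman's rho was 0.865 (permutation p = 2.0e-05). Without AAC and AAU, the motifs farthest from the median number of sites, r was 0.895 (permutation p = 1.7e-04, 14 motifs). Across the 183 5-letter motifs with at least 10 sites, rho was 0.768 and r with the log10 number of sites was 0.716, each with a permutation p of 1.0e-05, the smallest possible. These were 2 relations across motifs, which share genes and are not independent replicates. Both lay under 0.05 after adjustment over 2 relations. The number and the mean level of a motif come from the same list, whose threshold sets a lowest level at each depth. A motif with higher levels can thus have more listed sites as well as a higher mean. The permutations did not test against this link.

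The 5-letter motifs address whether bases at positions −2 and +2 go with the number and level of sites. AAACU had the most sites, 5869, with a mean level of 50.9% ± 29.8 (SD over sites). AAACA had 5250 sites at 51.3% ± 29.8, and AAAUU had 3748 sites at 22.0% ± 17.2. Among motifs with at least 100 sites, the highest mean levels were those of GAACA (51.4%, 2475 sites), AAACA and AAACU. The lowest were those of ACAUU (6.60%, 114 sites), AGAAG (6.86%, 145 sites) and UGAGU (7.48%, 117 sites). Within AAC, the number of sites differed 22.0-fold between 5-letter motifs, from 267 to 5869, and the mean level ran from 23.0% to 51.4%. Within GAC, the numbers ran from 114 to 2573 and the mean levels from 21.1% to 50.3%. AAC sites with A or G at position −2 had mean levels of 49.0% and 49.0%, against 35.7% with C and 35.6% with U. At position +2 the range was narrower, from 39.0% with C to 47.0% with A. GAC sites did not divide in the same way at position −2, with 48.3% for A, 42.8% for G, 41.9% for U and 33.1% for C, and at +2 their lowest mean was that of G, 37.9%.

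The importance score combines the base composition around sites with their level. It was computed for 119734 sites with complete contexts. Position +1 had the largest flanking score, 1.44 bits (95% bootstrap interval 1.42 to 1.45), of which C contributed 1.26. Position −1 scored 0.357 bits (0.351 to 0.364), with 0.192 from A and 0.125 from G. Position −2 scored 0.258 bits (0.253 to 0.264), with 0.118 from A and 0.109 from G. Positions +2 and +4 had similar totals of 0.0573 bits (0.0545 to 0.0601) and 0.0601 bits (0.0571 to 0.0629), and position +3 scored 0.0103 bits. Counting each site equally in place of weighting by level moved the score at +1 most, to 0.990 bits.

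**Figure D2:**
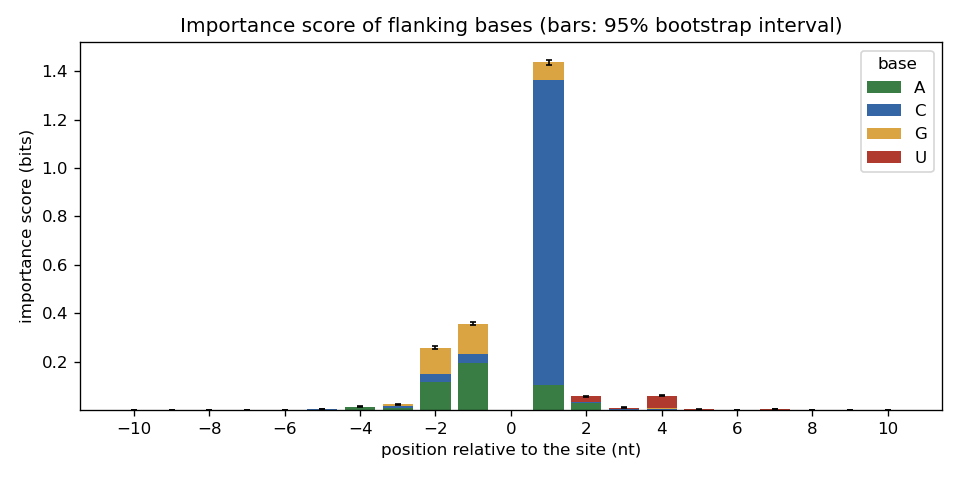
Stacked bars plot the importance score in bits, split by base, at positions −10 to +10 around the site, the site itself being left out, with 95% bootstrap intervals of the total. The score at +1 (1.44 bits) exceeds those at −1 (0.357 bits) and −2 (0.258 bits).

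The region around the stop codon is the hotspot examined in the study. The window from −20 to +180 nt of the last base of the stop codon held 83134 of 115480 placed sites (72.0%, Wilson 95% interval 71.7 to 72.2%), against 10.1% of adenosines in the same transcripts. The last exon held 96.9% of sites and 36.5% of adenosines. The number of sites peaked at +80 to +99 nt, with 11443 sites in that 20 nt bin, and the median distance was +111 nt. By motif, the share in the window was 72.5% for AAC, 70.3% for GAC, 73.3% for UAC and 73.4% for AAU. It was 69.6% for UAG (71 of 102 sites), 44.8% for CAG (43 of 96 sites) and 31.6% for UAA (6 of 19 sites), but 3.70% for CAA (2 of 54 sites).

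Level rose up to the bin from +100 to +119 nt, where its mean was 35.2%, and changed little beyond it, with 34.4% at +160 to +179 nt. By part, the mean was 14.3% upstream of the window, 30.2% from −20 to +100 nt, 34.8% from there to +180 nt and 34.8% further downstream. Within genes having sites both inside and outside the window, sites inside were higher by 2.23 points (SE 0.237, 7567 genes, higher in 4123 genes, permutation p = 1.0e-05, the smallest possible). This direction depended on the window's end: with −20 to +100 nt, sites inside differed by −4.30 points from sites outside (permutation p = 1.0e-05). It also differed between motifs. Of the 12 motifs with enough genes to be tested, 7 passed an adjusted p of 0.05. AAC was higher inside by 3.39 points (SE 0.587, 3538 genes, permutation adjusted p = 1.2e-04) and GAC by 2.67 points (SE 0.988, 1535 genes, permutation adjusted p = 0.0159). The other 5 were lower inside, with UAC at −2.67 points (SE 0.698, 1578 genes, permutation adjusted p = 7.2e-04). Differences between motifs in this effect were not tested.

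**Figure D3:**
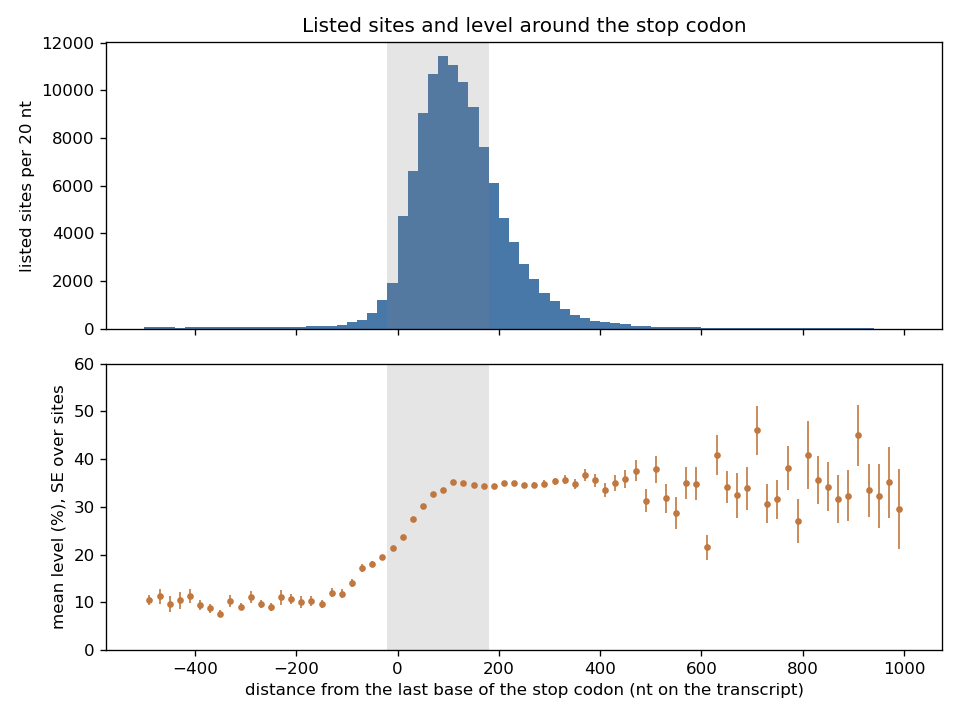
The upper panel plots listed sites per 20 nt and the lower panel their mean level in percent with the SE over sites, against the distance in nt from the last base of the stop codon, with the −20 to +180 nt window shaded. Sites peak at +80 to +99 nt, and the level rises to 35.2% at +100 to +119 nt and changes little beyond that bin.

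Whether genes differ in level beyond their motifs was examined in 12376 genes with at least 3 sites. After motif means were removed, 11.0% of the variance over 112240 sites lay between genes. The largest value in 1000 permutations of levels within motifs was 0.957% (p = 1.0e-03, the smallest these permutations can give). Sampling of reads accounted for 3.57% of the variance. Restricted to the stop-codon window, the between-gene share was 12.0% over 10683 genes, with a largest permuted value of 1.20%. Among the alternatives, a minimum of 10 sites per gene moved the share most, to 6.90%. The permutations did not hold the depth of genes fixed. Because the lowest listable level falls with depth, the share can include an effect of the listing threshold.

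Listed sites named with a single gene covered 15198 genes, with a median of 7 sites per gene. The highest level of a gene exceeded 50% in 10179 genes (67.0%, Wilson 95% interval 66.2 to 67.7%). The distribution of the highest level had a peak at 90 to 95% (1676 genes) and a lower peak at 10 to 15% (639 genes), with 440 genes between 45 and 50%. Genes with more sites had more chances of a high value: among 10293 genes with at least 5 sites, the share was 86.0%.

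**Figure D4:**
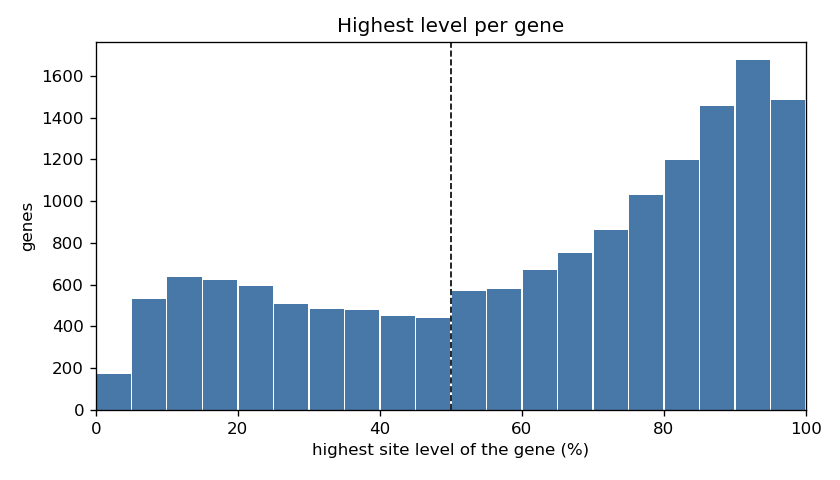
Bars plot the number of genes by the highest level among their listed sites, in steps of 5 percentage points, with the 50% split as a dashed line. The distribution has its main peak at 90 to 95% (1676 genes) and a lower peak at 10 to 15% (639 genes).

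The study relates the expression of a gene to its level in a part of its text that treats the human transcriptome and names no plant. It also compared the expression of genes with and without m6A there. The values below therefore do not recheck that result in the same samples. Depth at listed sites was the only stand-in for expression here. Across 15198 genes, which are not independent replicates, log10 mean depth and mean level had a Spearman's rho of −0.305 and a Pearson's r of −0.354 (permutation p = 1.0e-05 for each, the smallest possible). The lowest listable level falls with depth. Among sites with a level of at least 20%, which could be listed at any depth in the table, the direction reversed. There rho was 0.107 and r was 0.0568 over 13234 genes (permutation p = 1.0e-05 for each). These sites were kept by their observed level, whose counting error is widest at shallow depth. The thinning described below was not run on them, so the reversed sign does not decide how level depends on depth. Both relations stayed under 0.05 after Benjamini-Hochberg adjustment over the 4 relations tested. From the shallowest to the deepest of 5 equal groups of genes, the mean level fell from 35.4% to 22.3% over all sites, whereas it was 45.4% and 48.7% over sites of at least 20%.

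**Figure D5:**
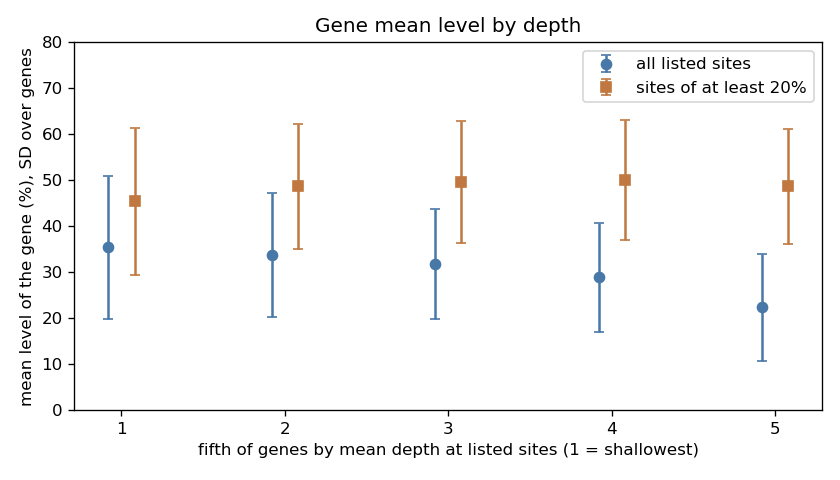
Points plot the mean level of genes in percent, with the SD over genes, in 5 equal groups of genes by mean depth at listed sites, for all listed sites and for sites with a level of at least 20%. Over all sites the mean falls from 35.4% in the shallowest group to 22.3% in the deepest, whereas over sites of at least 20% it is 45.4% and 48.7%.

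The 5 genes with the most listed sites were RPP4 (AT4G16860, chromosome 4, 36 sites), AT1G25175 (chromosome 1, 35 sites), AT3G56210 (chromosome 3, 35 sites), AT4G08280 (chromosome 4, 34 sites) and AT3G42050 (chromosome 3, 33 sites). In RPP4 the sites lay between positions 9488494 and 9492022 on the minus strand, 32 of them in the coding sequence, with a mean level of 13.1% ± 7.25 (SD over sites) at a median depth of 58 reads. AT1G25175 is annotated as a non-coding RNA, with sites from 8827688 to 8829316 on the plus strand and a mean of 12.3% ± 15.9. The contexts of 17 of its sites were also listed in other genes, so its reads can be shared with those copies. All sites of the other 3 genes lay in the 3′ UTR. AT3G56210 had sites from 20852468 to 20853994 on the minus strand with a mean of 28.0% ± 26.0. The contexts of 7 of its sites, and of 3 RPP4 sites, were shared with other listed sites, so reads can be shared there too. AT4G08280 had sites from 5231250 to 5232190 on the plus strand with a mean of 43.0% ± 28.8. AT3G42050 had 33 sites within the stretch from 14228506 to 14228841 on the minus strand, with a mean of 31.1% ± 28.8.

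The 5 deepest sites with a level of at least 50% were each in the 3′ UTR and in the last exon of the gene, and they lay in UAC, AAU, GAU or AAC motifs. The deepest was in TCTP (AT3G16640), at position 5669561 of chromosome 3 on the minus strand, in exon 4 of 4 and 148 nt after the stop codon. Its GAU motif lies in the context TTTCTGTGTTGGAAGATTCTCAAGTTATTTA, from 5669546 to 5669576, and its level was 60.9% (Wilson 95% interval 60.3 to 61.5%) over 26598 reads. AT4G01150 had a UAC site at position 494733 of chromosome 4 on the plus strand, in exon 5 of 5 and 65 nt after the stop codon, within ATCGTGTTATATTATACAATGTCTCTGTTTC (494718 to 494748). Its level was 65.2% (64.5 to 65.8%) over 20198 reads. FBA2 (AT4G38970) had a UAC site at position 18163597 of chromosome 4 on the minus strand, in exon 7 of 7 and 117 nt after the stop codon, within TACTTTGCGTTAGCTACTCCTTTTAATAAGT (18163582 to 18163612). Its level was 53.9% (53.2 to 54.6%) over 17797 reads.

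LHCB4.1 (AT5G01530) had an AAC site at position 210285 of chromosome 5 on the plus strand, in exon 2 of 2 and 42 nt after the stop codon, within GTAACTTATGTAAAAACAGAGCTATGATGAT (210270 to 210300). Its level was 51.5% (50.6 to 52.3%) over 13801 reads. PETC (AT4G03280) had an AAU site at position 1441821 of chromosome 4 on the plus strand, in exon 5 of 5 and 104 nt after the stop codon, within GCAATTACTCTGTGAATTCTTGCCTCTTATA (1441806 to 1441836). Its level was 56.3% (55.4 to 57.1%) over 13686 reads.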

Values the study reported

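The study reported 111,121 m6A sites in Arabidopsis at a p-value below 0.001. It gave RAC motifs as 40% of the sites in plants, and YAC and RAU motifs together as about 50%. It named AAC as the most abundant motif in Arabidopsis and gave the frequency of UAG as 0.043%.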

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

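The sites described here entered none of the gene-level comparisons or were not placed on transcripts, and they show a signal all the same. All tests in this part were chosen after the sites were seen. The design has a single group, so no biological explanation was tested.

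No gene name was given for 3762 sites. Of the 3733 on nuclear chromosomes, 2802 lay on a RefSeq exon of the same strand and 641 within 1000 nt downstream of a gene, together 92.2%, against 35.9% of 20000 adenosines drawn at random from the nuclear genome. Outside exons, 91.1% of the 931 unnamed sites were in RAC, YAC or RAU motifs, whereas these motifs make up 31.7% of adenosines in transcripts with listed sites. Background calls spread over the genome would give the lower share, so the tables argue against them. Transcript parts outside the authors' annotation remain a candidate explanation. The random draw cannot test it, because listed sites need at least 20 reads and the drawn adenosines need none. Real intergenic transcripts stay open for the 54 unnamed sites that were neither in, downstream of nor antisense to a gene.

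A further 292 sites were named with 2 or more genes. Of these, 89.0% were in RAC, YAC or RAU motifs, which argues against background calls at overlapping genes. To which gene the reads of these sites belong stays open.

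The chloroplast genome held 55 sites and the mitochondrial genome 10. Only 12.3% of the 65 organelle sites were in RAC, YAC or RAU motifs, against 88.8% of nuclear sites (Fisher's exact test, two-sided, p = 1.6e-45), which argues against reads of nuclear transcripts placed on organelle genomes. Their median level was 7.81%. Of the chloroplast sites, 45.5% lay over or beside a run of at least 4 adenosines, against 16.9% of chloroplast adenosines (exact binomial test, two-sided, p = 7.5e-07), so adenosine runs read with errors or incompletely converted may account for part of them. By place, 17 chloroplast sites were in rRNA, 5 in tRNA, 5 in coding sequence and 28 outside these.

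Some organelle sites gathered at a few gene positions. Of 13 organelle sites at gene positions under 77, 7 lay at positions 36 to 38, where 0.513 would be expected under uniform placement (exact binomial test, one-sided, p = 2.1e-07). The level was 87.0% (Wilson 95% interval 82.1 to 90.7%, 231 reads) in chloroplast trnC (ATCG00200) and 100% (92.3 to 100%, 46 reads) in mitochondrial ATMG00360, while the other 5 sites ran from 14.8% to 32.4% with 25 to 38 reads each. The 3 chloroplast sites lie in annotated tRNA genes, whereas the 4 mitochondrial sites were not placed on an annotation, and their gene type is left open. A candidate explanation is another modification of tRNA that also leaves adenosine unconverted. It cannot be told apart from m6A or from poor conversion in a folded RNA here, because the positions were picked from the same sites and the assay reads all of these as unconverted adenosine.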

How the results depend on the processing

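Most alternatives were chosen before the data were examined, and the 2% background rate, the depth strictly above 20 and the restriction to protein-coding transcripts were added afterwards. The 8 results with a test were recomputed 56 times: 49 kept their direction and their side of the threshold, 4 lost significance and 3 reversed. Those that kept both in every recomputation were RAC minus YAC (18.3 to 20.6 points), RAC minus RAU (21.3 to 23.5 points), motif frequency against level (r from 0.881 to 0.906), the 5-letter relation (rho from 0.766 to 0.799) and the between-gene share of variance (6.90 to 11.6%).

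AAC minus GAC kept its direction but lost significance at a depth minimum of 50 reads (0.679 points), at 100 reads (0.103 points) and at levels of at least 10% (0.317 points); over all its settings the adjusted p ran from 0.00149 to 0.847. The stop-codon level difference lost significance at a background rate of 2% (0.335 points; over its settings p ran from 1.0e-05 to 0.206) and reversed with a −20 to +100 nt window (−4.30 points). That reversal follows from where the window ends, since the mean level was 30.2% from −20 to +100 nt and 34.8% from there to +180 nt. The relation of gene depth to level reversed at levels of at least 10% (rho 0.0724) and of at least 20% (rho 0.107). In the thinning of deep sites described below, the listing threshold alone gave a negative sign.

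Shares and scores moved beyond their intervals under many settings. A depth minimum of 50 reads gave RAC 36.6%, YAC plus RAU 50.9%, an importance of 1.40 bits at +1, a window share of 74.4% and 62.7% of genes with a highest level above 50%. A minimum of 100 reads gave 63004 sites in place of 120269, RAC 34.3%, YAC plus RAU 51.9%, UAG 0.127%, 1.36 bits, 76.6% and 56.9%. A p-value threshold of 0.0001 gave 109743 sites, RAC 41.0%, UAG 0.0620%, 1.47 bits, 73.0% and 68.6%. Levels of at least 10% gave RAC 45.4%, YAC plus RAU 48.0%, UAG 0.0263%, 1.51 bits and 70.2%. A background rate of 2% gave RAC 42.8%, UAG 0.0348%, 1.49 bits, 73.4% and 69.8%. Weighting sites by level times depth gave RAC 53.4%, YAC plus RAU 41.8% and UAG 0.0297%. Equal weights gave 0.990 bits at +1. Genes with at least 5 sites gave 86.0% with a highest level above 50%, and splits at 40% and 60% gave 73.1% and 59.6%. The −20 to +100 nt window held 39.0% of sites. Except where the alternative's own definition sets the change, the cause was not tested.

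Removing organelle genomes, requiring depth strictly above 20, using the first-listed transcript and restricting to protein-coding transcripts changed the recomputed values only slightly. Under them no share or score left its interval, and no count changed beyond a ratio of 1.5. No tested result recomputed under them changed its direction or its side of the threshold. The 5-letter rho, for example, went from 0.768 to 0.786 without organelle genomes. AAC remained more frequent than GAC, and YAC plus RAU more frequent than RAC, under every setting except weighting by level times depth for the latter pair. Secondary values were the AAC and GAC shares, the counts above 5% and 10% and the score at −1. By the same limits they moved in 18 of 37 recomputations. Changes of counts within that ratio were not included. At a depth minimum of 50 reads, sites above 5% fell from 110502 to 81515 and sites above 10% from 90703 to 62398.

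Fits without each replicate and the agreement between replicates were not run, because the counts are not given per replicate. No paired analysis was possible because there is 1 group. Depth limits low levels most: a site of 2.2% could be listed only with about 1000 reads, while the median depth was 107 reads.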

Other observations

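Tests of depth between copies and of level in copies with strongly differing flanks, of UAG and CAA sites, of motif levels in RPP4 and of exon junctions were chosen after the values were seen, and the other tests in this part before. For levels of repeated contexts, for copies of RPP4 and AT1G25175, for motif levels in RPP4 and for the motif share under 5%, what a test can decide was set more narrowly after its outcome was seen. The single group gives no biological contrast, so no biological explanation was tested.

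UAG made up 0.0915% of the listed sites. That is higher than the value quoted from the study above, although a stricter p-value threshold, a higher background rate or a minimum level lowered it. The 120269 listed sites were also more than the number quoted above at the same p-value threshold, and a threshold of 0.0001 left 109743. Which filter gave the study's number stays open, so its shares need not be like for like with those given here.

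The negative relation between gene depth and level may come from the listing threshold. The 8077 sites with at least 1000 reads, in 1507 genes, were thinned to depths drawn at random from all genes and listed again with the same p-value threshold. Although depth then had no tie to level, the relisted genes showed a mean rho of −0.371 over 20 draws (−0.423 to −0.323), more negative than the observed −0.305. Genes thinned to a mean depth of at most 41.3 reads had a mean level of 39.0%, against 35.4% for genes observed at that depth. For these deep sites, the loss of low levels at shallow depth was thus enough for a negative sign. Their mean level over genes was 18.5% before thinning. Whether the threshold is enough in the other genes was not tested, since the levels of their unlisted adenosines are unknown. Whether expression has an effect of its own stays open, since unlisted adenosines were not analysed here.

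Rare motifs behaved differently from each other. UAG sites lay in the stop-codon window in 69.6% of cases, against 13.3% of UAG adenosines in the same transcripts (exact binomial test, two-sided, p = 9.6e-39). This argues against background calls spread evenly along transcripts as the main origin of UAG sites, and a share of them may be methylated. The expected share counts adenosines whatever their depth, and failed conversion beside a methylated adenosine was not tested for UAG sites. CAA sites did not gather in the window: 3.70% lay in it, against 8.52% of CAA adenosines (exact binomial test, p = 0.324), and 46 of 54 were in the coding sequence. Background calls remain a candidate explanation for CAA sites. The other rare motifs lay in between and were not tested. The share in the window was 44.8% for CAG (43 of 96 sites), against 6.20% of CAG adenosines. It was 31.6% for UAA (6 of 19 sites), against 15.9% of UAA adenosines. The difference between UAG and CAA sites was itself tested (Fisher's exact test, two-sided, p = 5.0e-17). It bears on the use of UAG as a measure of false calls.

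Low-level sites were less often in the usual motifs. RAC, YAC and RAU made up 67.3% of 9694 sites under 5% and 96.6% of 63975 sites of at least 20%, against 31.7% of adenosines. Residual unconverted reads could lower the share in this way, but they would also spread along the transcript. Of the 3103 sites under 5% in other motifs on protein-coding transcripts, 67.2% (Wilson 95% interval 65.5 to 68.8%) lay in the stop-codon window, against 11.0% of adenosines of the same motifs and 75.7% of the 6359 RAC, YAC and RAU sites under 5% on these transcripts. This argues against background calls as the main origin, although the expected share counts adenosines whatever their depth. Failed conversion next to a methylated adenosine is also argued against as the whole cause: 22.3% of these sites had a listed site of at least 20% within 5 nt, against 10.7% of RAC, YAC and RAU sites under 5%, and of the 2410 without such a neighbour 63.6% were still in the window. For the 693 sites with such a neighbour it stays open. Weak methylation outside the usual motifs is a hypothesis that these values leave open.

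RPP4 had the most listed sites and an unusual pattern. Only 7 of its 36 sites (19.4%) were in RAC, YAC or RAU motifs, against 88.7% of all sites. Its 32 coding-sequence sites had a median level of 10.5%, and the 4 in these motifs exceeded the other 28 by 2.06 points (permutation test, two-sided, p = 0.467). Over all 36 sites of the gene, however, the 7 in these motifs were higher by 7.86 points (permutation test, two-sided, p = 0.0107), against 22.5 points over all regions in 6471 other genes with both kinds of sites. Residual unconverted reads along the whole transcript may explain the coding-sequence sites but cannot be told apart from methylation there, since the comparison rests on 4 sites and the whole gene gives another answer. No site was listed on the opposite strand there (0 sites). Reads shared with near-identical copies cannot be told apart from either: 11 of the 36 contexts had another exact copy in the nuclear genome, 22 were unique there and 3 had no exact match. Inexact copies can share reads too. As a count of methylated positions, the 36 sites are therefore uncertain.

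Repeated sequences carried similar levels. Of the 31-base contexts, 178 pairs had identical flanks of 75 bases and a median level difference of 2.27 points, and 187 pairs with other flanks differed by 2.88 points (permutation test of medians, two-sided, p = 0.183). Pairs drawn at random with the same 5-letter motif differed by 14.7 points. Depth was also close, with a median absolute log2 ratio of 0.12 between pairs with identical flanks and 0.36 between 89 pairs whose flanks differed at more than 20 of 151 bases (permutation test, p = 5.0e-05). Reads split at random between near-identical copies may explain the equal depths. In level, these 89 pairs differed by a median of 3.79 points, more than the pairs with identical flanks (permutation test, p = 0.016) but less than the random pairs. Shared reads thus cannot be told apart from an effect of the sequence itself, since how many reads such pairs share is unknown. The same holds for AT1G25175, whose levels differed from those of its copies by a median of 0.928 points over 18 pairs, against 32.8 points for random pairs with the same 5-letter motif.

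Listed coding-sequence sites outside the stop-codon window avoided exon junctions. Within 100 nt of a junction lay 37.6% of 5462 such sites, against 56.9% of coding-sequence adenosines of the same motifs. The share was 23.6% (Wilson 95% interval 21.1 to 26.2%) among sites of at least 20% and 51.4% (48.4 to 54.4%) among sites under 5%. The values are consistent with an exclusion of methylation near junctions, as a hypothesis. This comparison replaced an earlier one over all transcript regions, which followed from the location of sites in the 3′ UTR. Sites upstream of the window still gathered toward the stop codon. There were 1216 at −40 to −21 nt, with a mean level of 19.4%, and 74 at −240 to −221 nt, with 11.0%. Distance to the stop codon was not held fixed, so the lower share near junctions and its fall with level can also follow from that location. Depth at unlisted adenosines was not analysed here, so poorer mapping of converted reads across junctions stays open.

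Both annotated copies of the nuclear 18S-type rRNA gene with listed sites had their highest level at the same gene position, 1771, in an AAC motif within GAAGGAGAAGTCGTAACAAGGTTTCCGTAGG. These sites were chosen after their values were seen. In AT2G01010, at position 5476 of chromosome 2, the level was 92.5% (Wilson 95% interval 89.3 to 94.9%) over 348 reads, and in AT3G41768, at position 14199447 of chromosome 3, it was 87.3% (83.2 to 90.5%) over 322 reads. The other listed sites of these copies reached at most 14.2% and 15.1%. The copies share this context, so the 2 values are not independent.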
